A study of Homo sapiens with 6 samples. Its data were reported in "Promoter-proximal transcription factor binding is transcriptionally active when coupled with nucleosome repositioning in immediate vicinity" (2014).

How the data were processed

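Total RNA from A549 cells, a human lung adenocarcinoma line, was profiled on 6 Affymetrix HG-U133 Plus 2.0 arrays. In 3 of them the cells had been transfected with a short interfering RNA (siRNA) duplex against NME2, and in 3 with control duplexes. Groups and replicate numbers were taken from the sample titles. The series text calls the arrays of a group biological replicates. It does not describe separate cultures or say how the numbers were assigned, so p-values measure the spread between these samples. The series text and the paper's methods name different suppliers for the siRNA (Santa Cruz and Dharmacon), and the duplex sequences are not given in the sources used here.

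The authors converted RNA to cDNA, transcribed it into biotin-labelled cRNA and hybridised each cRNA to 1 array. The deposited values are intensity signals per probe set on a linear scale, and the submitters' processing notes name GCOS 1.1.1, the scanner maker's software. A probe set is a group of short oligonucleotides that together measure 1 transcript or a few similar ones. The values showed that the authors had scaled every array to the same mean: after 2% of the values was trimmed at each end, the mean signal was 500.06 to 500.07 in all 6 arrays. Settings other than this scaling were not given in the sources used here. Global scaling assumes that total signal per cell is alike in both groups, so a shift shared by all transcripts would not be seen. Detection calls and probe-level scans were not used here, so a dim probe set cannot be called absent, and the change test of GCOS that the series text names was not rerun. Arrays have no read depth. Their number, 3 per group, limits the precision.

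The table held 54675 probe sets. The 62 Affymetrix control probe sets were left out, which left 54613. Signals under 1 (0.327% of values) were set to 1, and log2 was taken with no further normalization, because trimmed means differed by less than the 5% set as the limit. Probe sets with a mean log2 signal at or above the median of all were tested, which is a signal of 71.7, and 27307 passed. The platform annotation, of 2016, gave 1 gene symbol for 41091 of the 54613 probe sets, several for 1801 and no name for 11721. Symbols were looked up again by gene identifier, and 0 changed. No gene was named from a probe set with several symbols, except that the only probe set for the silenced gene carries both NME2 and the read-through transcript NME1-NME2 and is called the NME2 probe set. Of the tested probe sets 22984 had 1 symbol, and they covered 12406 genes. A gene was represented by its brightest tested probe set. Genomic positions are not given, since the sources name no genome build for the array annotation.

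Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) and are given as log2 signal in NME2-depleted minus control arrays with their standard error (SE). Folds are 2 to the power of this difference. Adjusted p-values are Benjamini-Hochberg values over all tested probe sets, with a threshold of 0.05, and are two-sided. Single values were also compared with an exact two-sided permutation test, whose smallest p with 3 against 3 arrays is 0.1, so it cannot pass 0.05. Before the data were examined, 30 gene lists were fixed, and the 27 with at least 5 measured members were tested with camera, which compares a list's genes with all others, at a preset correlation between genes of 0.01. Camera with an estimated correlation and fry, which asks whether a list's genes move on balance 1 way or, in a second form, change in either direction, were run beside it. Genes are named by a rule fixed at the same time: the silenced gene and its family, the 12 largest increases and 12 largest decreases among genes past the threshold whose groups did not overlap, and up to 4 members of lowest p from each list described. Other genes are said to have been chosen after their values were seen.

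The procedure was tested on simulated data in which 200 of the 27307 probe sets were changed. It recovered 28.5% of those changed 1.5-fold, 62.5% of those changed 2-fold and 90.5% of those changed 4-fold, and 4.66% of its calls were false. With 27 lists of independent genes it made 1 false list call in 20 simulated data sets, and it called a list shifted by -0.2 in 20 of 20. In the lists called below genes moved together, with estimated correlations from 0.05 (histone genes) to 0.89 (interferon response). The simulation therefore does not give the rate of false calls for such lists. Other splits of the real arrays, described at the end, called up to 9 lists.

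The alternatives were quantile normalization, median centring, cyclic loess, an offset before log2, other filters on dim probe sets, probe sets shared between transcripts left out, other variance models, array weights, the replicate number as a block, each array left out in turn, the methods' t-test, an unadjusted threshold, a minimum fold, the mean of a gene's probe sets and an estimated correlation in camera. Their effect is given in the closing section.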

Results

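The series asked which transcripts change in A549 cells when NME2 is transiently silenced. NME2 encodes a nucleoside diphosphate kinase (NDP kinase) that also binds DNA and is described as a metastasis suppressor. Messenger RNA was measured on 3 arrays of NME2-depleted cells and 3 arrays of cells given control siRNA. Median signals lay between 75.7 and 85.2 on the 6 arrays. None of the 15 pairs of arrays was a duplicate, and at most 0.296% of probe sets had the same value in a pair.

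The silenced transcript was strongly reduced. The NME2 probe set had a signal of 2937 ± 910 (SD, n = 3) in NME2-depleted cells and 19430 ± 1592 (SD, n = 3) in control cells. The mean log2 difference was -2.78 (SE 0.19, limma adjusted p = 0.00032), which is 6.85-fold lower. Folds are 2 to the power of the mean log2 difference, so they differ from ratios of the mean signals. All 3 depleted arrays, at 1920, 3676 and 3216, lay far below the control arrays, at 17862, 19389 and 21044. The transcript of NME1, the close relative of NME2, had 16910 ± 1362 and 17900 ± 545, a log2 difference of -0.08 (SE 0.07, adjusted p = 0.676). Differences for NME3, NME4 and NME6 were 0.13, -0.19 and -0.04, with adjusted p-values of 0.782, 0.296 and 0.901. None of these 4 relatives passed the threshold, and each kept its sign under the other array scalings.

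**Figure D1:**
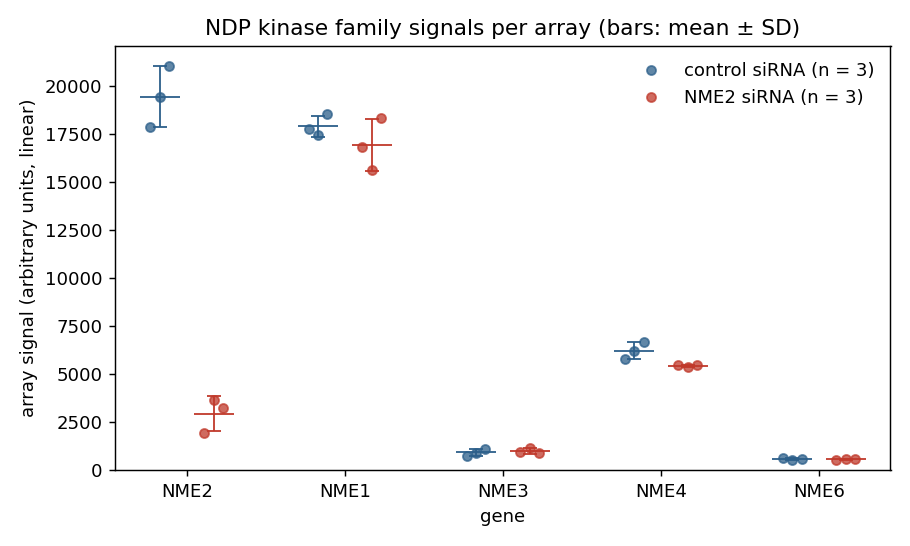
Signals of the NDP kinase family on each array. The vertical axis is the array signal on a linear scale, points are arrays, and bars give the mean and SD of 3 arrays per group. NME2 fell from 19430 to 2937, whereas NME1 had 17900 and 16910.

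Silencing was accompanied by changes in 67 of 12406 genes, of which 18 rose and 49 fell (limma adjusted p under 0.05). The largest decrease was in MX1, an interferon-induced antiviral GTPase, which was 8.04-fold lower. Control replicate 1 carried much of this size, and without it the log2 difference was -2.20 instead of -3.01. CACNA1H, a T-type calcium channel subunit, was lower too (log2 difference -1.81), but its depleted signals, at 43.9, 39.9 and 70.5, lay under the filter's 71.7, so the size is uncertain, and an offset before log2 made it -1.45. ACOT7, an acyl-CoA thioesterase, fell from 1488 ± 98.2 to 545.8 ± 52.9 (SD, n = 3), a log2 difference of -1.45 (SE 0.10, adjusted p = 0.000333), and its other probe set passed too. GINS2, a part of the replicative helicase, and AURKB, a mitotic kinase, were 2.38-fold and 2.25-fold lower, but the other probe set of GINS2 moved in the opposite direction. Next came IRF9, a transcription factor of the interferon response (log2 difference -1.10), and NACC2, a transcriptional repressor (-1.01). The linker histone H1-2 (-0.96), the calcium-binding protein S100P (-0.93), the histone H2BC6 (-0.93), the Hippo pathway transcription factor TEAD2 (-0.93) and the repressor CIC (-0.91) completed the 12 largest decreases.

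Increases were smaller. RBMS3, an RNA-binding protein, rose from 164.4 ± 23.2 to 341.6 ± 11.2 (SD, n = 3), which was 2.09-fold (log2 difference 1.06, SE 0.17, adjusted p = 0.0307), and was the only changed gene to rise at least 2-fold. KLF4, a zinc finger transcription factor of epithelial cells, rose 1.77-fold (0.83, SE 0.12), and the related KLF7 rose 1.57-fold. The sialyltransferase ST6GAL2 rose 1.58-fold, ARHGAP29 1.57-fold and the basement membrane collagen COL4A1 1.57-fold. FRMD6, an upstream member of the Hippo pathway, rose 1.56-fold, and its other probe set passed as well. N4BP2 (1.55-fold), DMKN, a secreted epidermal protein (1.51-fold), ELK3, an ETS transcription factor (1.48-fold), the growth factor FGF2 (1.48-fold) and the ubiquitin ligase SMURF2 (1.47-fold) completed the 12 largest increases. Adjusted p-values of these 12 genes lay between 0.00957 and 0.0469. Apart from FRMD6, none of them had another probe set past the threshold, although all their other tested probe sets were higher too. With the mean of a gene's probe sets 28 genes changed, 3 higher and 25 lower.

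**Figure D2:**
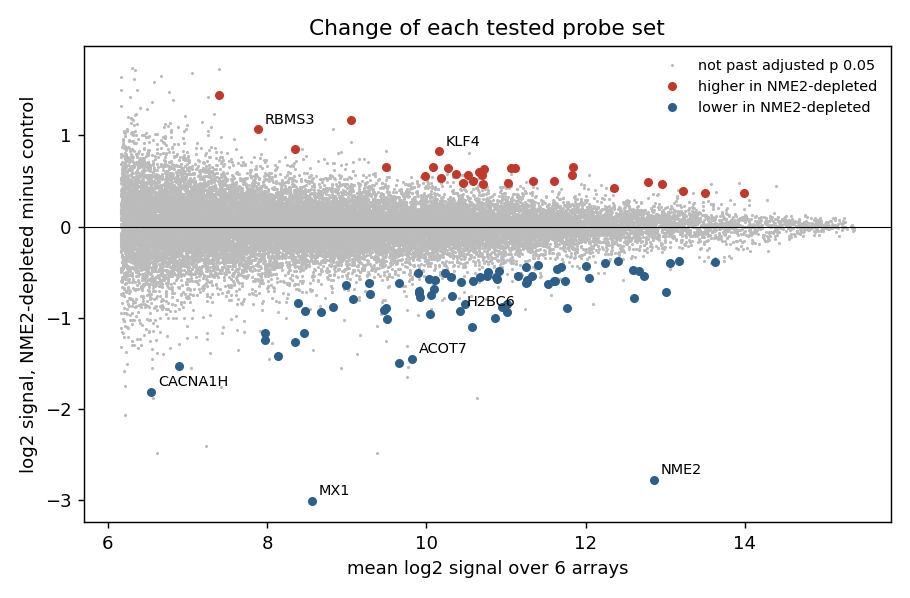
Change of each tested probe set against its brightness. The horizontal axis is the mean log2 signal over 6 arrays and the vertical axis the log2 difference, NME2-depleted minus control. Of 27307 probe sets, the 32 in red were higher and the 76 in blue lower past an adjusted p of 0.05, with NME2 and MX1 the lowest among them.

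At the level of probe sets, 108 of 27307 changed, 32 higher and 76 lower, and 3521 had an unadjusted p under 0.05. The lower share was 70.4%. Centring each array on its median gave 107 lower and 20 higher of 127 probe sets, a lower share of 84.3%. The excess of lower calls was not seen with the methods' t-test at its unadjusted threshold, where 1584 probe sets were higher and 1481 lower. The groups did not overlap for 20.6% of genes, where chance gives 10%. Of the 67 genes 41 had several tested probe sets, and in 8 of these at least 1 moved in the opposite direction. The number of calls depended on each array. Without NME2-depleted replicates 1, 2 and 3 in turn, 20, 39 and 19 probe sets and 14, 24 and 11 genes passed, and without control replicates 1, 2 and 3 it was 70, 29 and 26 probe sets and 43, 19 and 20 genes. Of the 30 changed genes named by the fixed rule, ACOT7, FRMD6, H2BC12, H2BC6 and NACC2 passed whichever array was left out. The other 25 missed the threshold without at least 1 array, and RBMS3, CACNA1H, KLF7, FGF2 and OCLN missed it whichever array was left out. With no intensity trend in limma, 0 probe sets passed, at 3130 with an unadjusted p under 0.05.

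Genes of the type I interferon response formed the list with the largest shift. All 32 measured members had a lower mean in NME2-depleted cells, with a median log2 difference of -1.0. MX1 fell from 1509 ± 1552 to 133.9 ± 18.7 (SD, n = 3), and IRF9 and the membrane restriction factor IFITM2 fell 2.15-fold and 1.54-fold. These 3 passed over all probe sets tested, and 26 of 32 passed when adjusted over the list alone. IFITM3 missed the threshold (-0.76, adjusted p = 0.058). Camera called the list lower (adjusted p = 3.24e-21), but not with an estimated correlation (adjusted p = 0.557), and fry gave an adjusted p of 0.256. Control replicate 1 stood apart from the other control arrays. The median member was 3.63-fold above the depleted mean in that array, against log2 values of 0.53 and 0.68 in control replicates 2 and 3. Without control replicate 1 the median difference was -0.63 and the list was still called, and MX1 passed (adjusted p = 0.00499). MX1 also passed without control replicate 2 and missed the threshold without each of the other 4 arrays (adjusted p from 0.0747 to 0.133). IRF9 passed only without control replicate 2, and IFITM2 only without control replicate 1. The 6 measured leukocyte markers held no changed gene and had a median of -0.18. The arrays with lower interferon signals were those with the higher ACTB ratio of 3' to 5' signal, a sign of RNA quality (1.355 against 1.246).

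**Figure D3:**
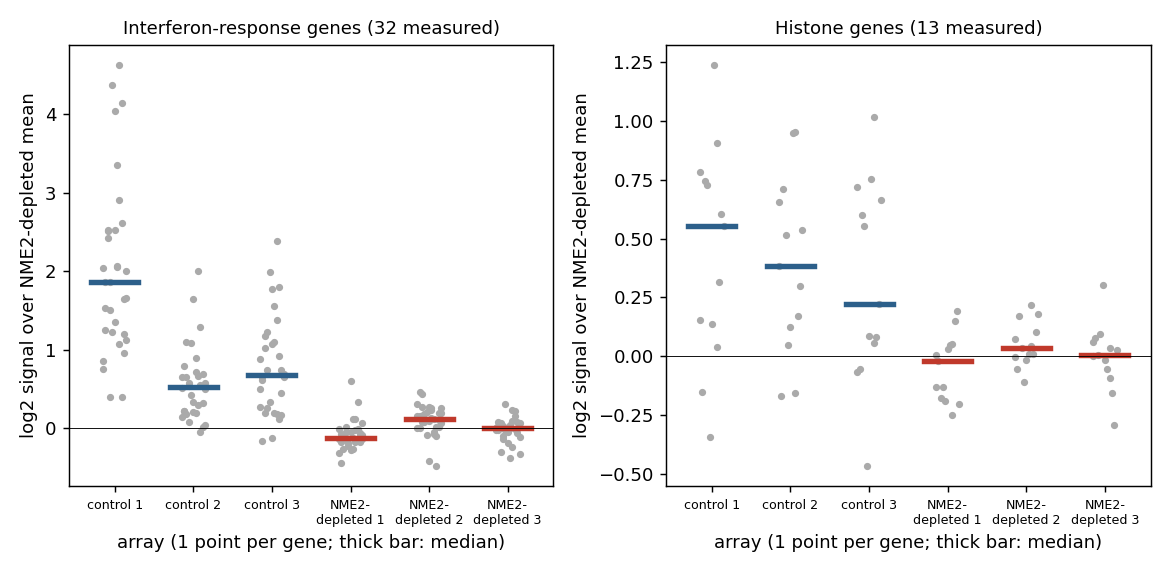
Signals of 32 interferon-response genes (left) and 13 histone genes (right) on each array. The vertical axis is the log2 signal over the mean of the NME2-depleted arrays, each point is a gene and the thick bar is the median. Interferon medians were 1.86, 0.53 and 0.68 in control replicates 1 to 3, and histone medians 0.56, 0.38 and 0.22.

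Several histone transcripts fell in NME2-depleted cells. Of 13 measured members of the histone list, H2BC12, H1-2, H2AC6 and H2BC5 fell, by 1.65-fold, 1.94-fold, 1.52-fold and 1.5-fold. H2BC12 went from 10600 ± 467 to 6447 ± 496 (SD, n = 3; log2 difference -0.72, SE 0.07, limma adjusted p = 0.00619). Of the 13, 6 passed when adjusted over the list alone, all lower, and the median was -0.38. The list had been drawn up for histone variants made outside S phase together with other histone genes. The 4 that fell belong to the clustered histone genes. These arrays do not show in which phase of the cell cycle their transcripts were made. Camera called the list lower (adjusted p = 1.26e-06), but not with an estimated correlation (adjusted p = 0.314), and fry gave 0.02. Leaving out NME2-depleted replicate 3 moved the median to -0.23 and kept the call, and a filter at the 75th percentile of signal gave -0.19 and kept it too. H2BC12 passed whichever array was left out. H1-2 missed the threshold without control replicate 3 (adjusted p = 0.0504), H2AC6 passed only without control replicate 1, and H2BC5 only without NME2-depleted replicate 2. The ACTB ratio of 3' to 5' signal was higher in the arrays with lower histone signals too.

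Most genes of DNA replication and mitosis had a slightly lower mean in NME2-depleted cells, and few passed the threshold. In the S phase list 34 of 40 measured members had a lower mean, with a median of -0.18. GINS2 alone passed over all probe sets, and GINS2 and the DNA polymerase subunit POLD1 (-0.53, adjusted p = 0.103) passed when adjusted over the list alone. RFC4 and TK1 had differences of -0.35 and -0.28 and missed the threshold. In the mitosis list 38 of 44 had a lower mean, with a median of -0.15. AURKB alone passed, 3 genes passed when adjusted over the list alone, and FOXM1, PLK1 and PRC1 had differences of -0.52, -0.37 and -0.45. Camera called both lists lower (adjusted p = 4.54e-05 and 0.00032), but neither with an estimated correlation (adjusted p = 0.557 and 0.74). Without control replicate 1 the mitosis call was lost (median -0.06, adjusted p = 0.273) and the S phase median was -0.10 (adjusted p = 0.0303). Without control replicates 2 and 3 the mitosis median was -0.09 and -0.27. Leaving out probe sets shared between transcripts moved the S phase median to -0.12 (camera adjusted p = 0.0125). The same step moved the mitosis median to -0.21 (camera adjusted p = 0.00237). Within each replicate number the S phase median was lower in the depleted array. It was 0.09 against 0.31, -0.06 against 0.19 and -0.06 against 0.06 in numbers 1 to 3. Across numbers the medians of the S phase list overlapped between groups, at 0.09 in NME2-depleted replicate 1 and 0.06 in control replicate 3. Those of the mitosis list overlapped more, with control replicate 3, at -0.0961, level with or below the depleted arrays, at 0.117, -0.00209 and -0.0944. The depleted arrays also had the higher ACTB ratio of 3' to 5' signal, and its relation to these lists was not tested.

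Targets of NRF2, the regulator of the oxidative stress response that is active in A549 cells, were the last list called. Of 30 measured members 24 had a lower mean, 0 passed by limma, 0 passed when adjusted over the list alone, and the median was -0.09. SRXN1, ALDH3A1, ABCC1 and TXNRD1 had differences of -0.26, -0.24, -0.24 and -0.25. The call (camera adjusted p = 0.00803) was absent with an estimated correlation (adjusted p = 0.74). It was lost without NME2-depleted replicate 1 (median -0.02, adjusted p = 0.488), control replicate 2 (-0.06, 0.079) or control replicate 3 (-0.05, 0.159), and without control replicate 1 the median was -0.16.

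Few adhesion and differentiation genes passed the threshold over all probe sets. Among 21 epithelial genes OCLN, a tight junction protein, rose 1.42-fold, and EPCAM, CLDN1 and CLDN3 had differences of 0.71, 0.48 and 0.77 that passed only when adjusted over the list alone, where 6 were higher and 1 lower. Among 34 focal adhesion genes CAV2, a caveola protein, rose 1.40-fold, whereas CAV1 (0.31), ITGA6 (0.52) and TNS3 (-0.27) missed the threshold, although the other probe set of CAV1 passed it, and 6 higher and 1 lower passed when adjusted over the list alone. None of 26 mesenchymal genes passed by its brightest probe set, and CDH2, TPM1, THBS1 and COL5A1, with differences of 0.31, 0.29, 0.53 and 0.52, were the 4 that passed when adjusted over the list alone. Of the 4 other probe sets of TPM1, 2 passed the threshold. Camera gave adjusted p-values of 0.107, 0.0502 and 0.0502 for these 3 lists. Fry for change in either direction, which passed 9 of 27 lists, gave 0.00121, 0.000132 and 0.000838. In the immediate early list KLF4 rose, whereas RHOB had -0.58 (adjusted p = 0.058), and in the TGF-beta list COL4A1 rose, whereas COL4A2 had 0.56 (adjusted p = 0.058) and ID1 -0.75 (adjusted p = 0.117). Neither list was called (camera adjusted p = 0.994 and 0.186), and fry in either direction gave 0.000321 and 0.00275. When adjusted over the list alone, 2 immediate early genes were higher and 1 lower, and 4 TGF-beta targets were higher and 1 lower.

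**Figure D4:**
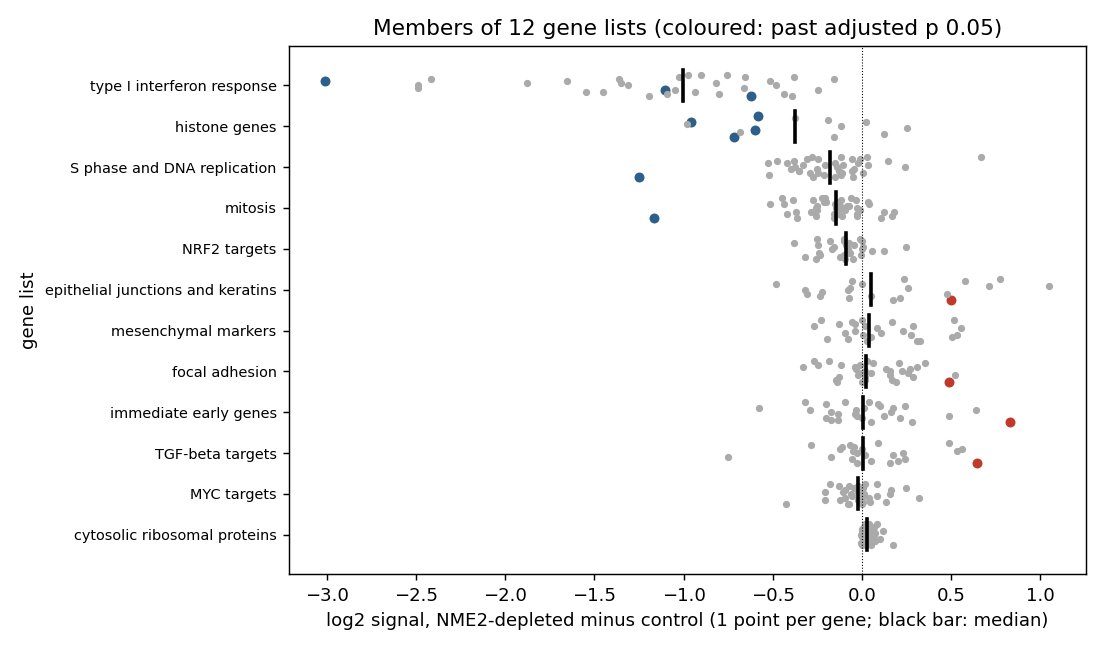
Log2 differences, NME2-depleted minus control, of the members of 12 gene lists. Each point is a gene, coloured points passed an adjusted p of 0.05 and the black bar is the median. All 32 interferon-response genes lie below 0, with a median of -1.0.

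No member passed in the other lists, none of which was called by camera, although fry in either direction passed the WNT list (adjusted p = 0.000132), the unfolded protein list (0.0149) and chromatin remodelling (0.0454). Metastasis suppressors (19 measured, camera adjusted p = 0.745) held RECK, at 0.72 (adjusted p = 0.103), the 1 gene that passed when adjusted over the list alone. The WNT list (21, 0.745) held FZD6 and APC, which passed only in that way, and its median of -0.02 opposed its mean of 0.02 and the direction of its test. In the lists named next 0 genes passed even then. These were MYC targets (34 measured, camera adjusted p = 0.603), p53 targets (29, 0.731), NF-kB and inflammation (26, 0.172), unfolded protein and integrated stress response (38, 0.107) and heat shock (19, 0.107). Hypoxia and glycolysis (36, 0.785), cholesterol biosynthesis (20, 0.745), nucleotide metabolism (40, 0.183), cytosolic ribosomal proteins (35, 0.147) and oxidative phosphorylation (35, 0.0807) followed. Chromatin remodelling (37, 0.485), apoptosis regulators (28, 0.485), alveolar markers (11, 0.305), leukocyte markers (6, 0.485) and fibroblast markers (5, 0.994) were the last. Endothelial markers had 3 measured members and were not tested as a list, and ESAM, at 99.5 ± 41.2 in control and 316.2 ± 91.7 in NME2-depleted cells (SD, n = 3), missed the threshold (limma adjusted p = 0.0597) and was the 1 gene that passed when adjusted over the list alone. The list of loci with NME2 binding tested by PCR had 1 measured member, ZNF71, with a difference of -0.03 (adjusted p = 0.962).

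Arrays of a group resembled each other slightly more than arrays of different groups. The mean correlation of log2 signals across probe sets, which are not independent, was 0.982 within and 0.979 between groups. The first principal component held 28.0% of the variance and separated the groups. The second held 20.85% and followed the replicate number in both groups. It was 20.8, 4.48 and -15.5 in NME2-depleted replicates 1 to 3, and 24.7, -4.06 and -30.4 in control replicates 1 to 3. As a sign of RNA quality, the ratio of 3' to 5' signal of ACTB was 1.355 ± 0.036 in NME2-depleted and 1.246 ± 0.054 in control cells, higher in all 3 depleted arrays (exact permutation p = 0.1, the smallest possible). With the middle of ACTB in place of its 5' end the groups overlapped (1.130 and 1.096, exact permutation p = 0.3), so this is a weak sign. That of GAPDH was 1.019 ± 0.041 and 0.994 ± 0.026 (exact permutation p = 0.5).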

Values the study reported

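The study reported that 1679 genes were differentially expressed when NME2 was induced, with 781 up and 898 down. Its main text gives a P threshold of 0.05 for these counts and its supplement a stricter one. Neither states an adjustment for multiple tests, so these counts and those given above rest on different thresholds. The induction comparison used cells with more NME2, not the silenced cells measured here. For depleted cells its main text describes many genes as moving opposite to induction and gives no count. The legend of a supplementary figure does give a count of genes reversed on depletion, which is not quoted here.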

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

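The comparison of the transcripts added to the samples as technical controls was not among the planned ones. The bacterial dap transcript, a polyadenylated control for the labelling reaction, was 0.27 higher on the log2 scale in NME2-depleted arrays, which is 1.20-fold. All 3 depleted arrays lay above the control arrays (exact two-sided permutation p = 0.1, the smallest possible with 3 against 3). This signal lies outside the main measurement and was picked out because it exceeded every control array. The groups overlapped for the other 3 labelling controls (lys, phe and thr) and for the 4 hybridisation controls.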

How the results depend on the processing

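All alternatives below were planned before the data were examined. NME2 was lower under each normalization, offset, filter, variance model, array weighting, replicate block and left-out array, with adjusted p-values from 1.36e-06 to 0.00846, except that limma with no intensity trend gave -2.78 with an adjusted p of 0.228. That model called 0 probe sets and 0 genes, at 3130 and 1398 with an unadjusted p under 0.05, and the cause was not tested. The count of 108 probe sets became 30 with no filter and 192 with a filter at the 75th percentile, where more and fewer probe sets were tested, 61 without probe sets shared between transcripts, and 62 with a minimum of 1.5-fold. Unadjusted limma at the threshold of the series text gave 833 (354 higher, 479 lower). The methods' t-test gave 3065 (1584 higher, 1481 lower) at its unadjusted threshold and 0 after Benjamini-Hochberg, so NME2 missed the threshold there too. The count of 67 genes became 21 with no filter (3 higher, 18 lower) and 110 with the stricter filter (36 higher, 74 lower). With the mean of a gene's probe sets it became 28 (3 higher, 25 lower). Called lists rose from 5, all lower, to 9 with quantile normalization (3 higher), 8 with no filter (2 higher) and 9 with a filter at the 25th percentile (3 higher), the first 5 among them each time, and fell to 0 with an estimated correlation. The excess of correlation within groups was 0.003, 0.0011 with no filter and 0.0053 with the stricter filter. Leaving out 1 array gave 19 to 70 probe sets, 11 to 43 genes and 4 to 9 lists. With the replicate block 464 probe sets (181 higher, 283 lower), 284 genes and 7 lists were called. Same-numbered arrays deviated together with weak correlations of 0.11, 0.08 and 0.07, yet 6 of 6 arrays correlated best with their own number. The second principal component followed the number too. This is a hint from the data and not from the design, so the arrays were not treated as pairs and pairing stays open. Of 523 values of 30 changed genes under the alternatives, 335 stayed past the threshold, 188 did not and 0 changed direction. The last count was largely fixed in advance. Filters, variance models and the block leave the difference as it was, and groups that do not overlap keep their order without any 1 array. Only the other array scalings could have changed a direction. The ratios of 3' to 5' signal kept their sign, but the log2 difference of ACTB went from 0.12 to 0.04 with 3' to middle, and that of GAPDH from 0.035 to 0.003 without NME2-depleted replicate 3. With no detection calls, signal over background could not be assessed.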

Other observations

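The tests on interferon and histone genes, the splits of the arrays and the set of mitochondrial ribosomal proteins were chosen after the results had been seen; the test on YAP and TAZ targets was fixed before its result. A few genes that fell and are not described above were chosen after their values were seen. DGUOK, the mitochondrial deoxyguanosine kinase, fell from 8189 ± 279 to 4783 ± 505 (SD, n = 3; log2 difference -0.78, limma adjusted p = 0.00619), and its other probe set passed too. The ribosomal proteins MRPS5 and MRPL38 fell 1.38-fold and 1.36-fold, and the matrix protein C1QBP 1.31-fold. The set of mitochondrial ribosomal proteins includes the 2 genes that prompted it. Of its 76 measured members, 55 had a lower mean and the median was -0.04. Median centring moved this median to -0.09, and that of all genes to -0.05. Camera gave p = 0.00217 with its preset correlation and p = 0.273 with an estimated correlation.

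A few other genes that fell were also chosen after their values were seen. HIF1AN, the asparagine hydroxylase that limits the hypoxia-inducible factors, was 1.86-fold lower. RRAGC, a GTPase of amino acid sensing, was 1.52-fold lower and COPS6, of the COP9 signalosome, 1.48-fold lower. A further probe set passed for each of these 3 genes. The phosphatase subunit PPP2CA and the cell cycle phosphatase CDC25B were 1.46-fold and 1.40-fold lower. Of these 9 genes, DGUOK, HIF1AN and PPP2CA passed whichever array was left out, COPS6 passed without 2 of the 6 arrays in turn, MRPS5, RRAGC and CDC25B only without control replicate 1, and MRPL38 and C1QBP missed the threshold whichever array was left out.

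The interferon-response list was called lower in NME2-depleted arrays by camera with its preset correlation, but not with an estimated correlation (adjusted p = 0.557) or by fry (adjusted p = 0.256). Against 1 outlying control array as the whole source, 78.1% of the 32 genes had control replicates 2 and 3 both above all depleted arrays, where chance gives 10% and all genes gave 16.0%. The genes of the list move together (estimated correlation 0.89), so this share is not evidence against a chance order of the arrays. Against array scaling, the median difference was still -1.0 under the scaling that weakened it most. A response to the control duplex, which double-stranded RNA can evoke, stays open beside loss of NME2 itself. The typical spread among control arrays was 4.06 times that among depleted arrays. Control replicate 1 alone carried this, since over pairs of arrays the ratio was 0.941 without it. With no untransfected cells among these arrays the explanations cannot be told apart.

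All 17 measured clustered histone genes, a set chosen after the results had been seen and not tested as a set, had a lower mean, and 6 of them passed the threshold. Their median was -0.60 and lay between -0.65 and -0.63 under the other scalings. The fixed histone list was not called with an estimated correlation (adjusted p = 0.314). Signal shared between near-identical histone genes is argued against as the whole source, since the 9 probe sets designed for a single transcript all had a lower mean, with a median of -0.41, and 2 passed. A lower number of cells in replication (fewer cells in S phase) may contribute, if these histone signals follow replication, which was not tested. The S phase list had a lower median in the depleted array in 8 of 9 pairs of a depleted and a control array, which leaves this open, as is loss of NME2 acting on histone genes directly. The arrays hold no measure of cell cycle phase that is independent of transcripts.

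FRMD6, RBMS3 and ARHGAP29 rose and TEAD2 fell. These changes prompted the hypothesis that YAP and TAZ, the transcriptional effectors of the Hippo pathway, may be more active after silencing. The rise of FRMD6 and the fall of TEAD2, both members of the pathway itself, do not by themselves point to higher activity. Of their commonly cited target genes, 13 measured ones whose values had not been seen had a median log2 difference of 0.038, and 8 of them had a higher mean. Camera with an estimated correlation gave p = 0.506, and median centring moved the median to -0.01. The hypothesis of higher YAP and TAZ activity found no support in the test on unseen genes, although a median so near 0 does not exclude it. Adding the target genes already seen, among them RBMS3, which prompted the hypothesis, gave 20 measured genes. Of these, 13 had a higher mean, and the median was 0.058. For them camera gave p = 0.0503 with its preset correlation and p = 0.0997 with an estimated correlation.

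The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 108 probe sets and 67 genes, and the highest other split 0 and 0, so that 1 of 10 splits reached each count. For gene lists the real split gave 5 and the highest other 9, and 7 of the 10 splits gave as many, the real one included.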
